A study of Mus musculus with 12 samples. Its data were reported in "An αvβ3 integrin checkpoint is critical for efficient TH2 cytokine polarisation and potentiating antigen-specific immunity" (2022).

How the data were processed

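RNA was measured in 12 libraries of mouse CD4+ T cells, 3 in each of 4 groups: TH1 control, TH1 Itgav KO, TH2 control and TH2 Itgav KO. Naïve CD4+ cells of the spleen were purified by flow cytometry from mice carrying an inducible Cre recombinase under the Cd4 promoter, with or without a conditional Itgav allele, and were polarised in culture for 5 days before live CD4+ cells were sorted. RNA was extracted with a column kit for small samples and amplified to cDNA before libraries were made. Groups and replicate numbers were taken from the sample labels.

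The authors sequenced single-end reads, trimmed them with Trim Galore 0.50, aligned them with STAR 2.6.0a to GRCm38 and tested them with DESeq2 1.18.1, per the study's methods and the submitters' processing notes. The gene counter and the annotation are not given in the sources used here. The deposited values are CPM by the authors, counts scaled to the reads counted in genes of the library, with 0.0001 on every value, for 26202 gene symbols. The offset was taken off before use. Because CPM adds to the same total in every library, a gene that takes a large share of 1 library lowers all others there, and reads that match several genes may have been shared or dropped. Gapdh, which has many pseudogene copies, was listed at 4.30 to 5.68 CPM in the group means, so levels of genes with near-identical copies are uncertain.

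In each library the low values were whole multiples of 1 step, which gave the reads behind them: 100% of values up to 1000 reads were whole within a tolerance of 0.1 reads. The depth so found was 6344185 to 13312233 reads. These reads were used for the depth, for the floor of 3 reads, for a chi-square comparison of replicates, for thinning and for simulation, and no count test was run on them. Replicates of a group differed by 18.5 to 76.3 in chi-square per degree of freedom, far above sampling noise, so none was treated as a library deposited again. Floors cover counting error only.

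The design fixed beforehand named a count test for counts and, for normalised values, limma with a trend of the variance on the mean. As the deposited values are CPM, limma 3.58.1 in R 4.3.3 with that trend was the main test. The alternative test, planned on counts or else as limma without the trend, was run as limma without the trend. Genes at 10 CPM or more in at least 3 libraries were tested (9121 genes), on log2(CPM + 1), with a mean for each group over all 12 libraries, which then share an estimate of the spread (8 residual and 12.5 prior degrees of freedom). Tests were two-sided and p-values were adjusted by Benjamini-Hochberg over the genes tested, with 0.05 as the threshold. The comparisons were KO against control in TH2 and in TH1 cells, the difference of these effects, and TH2 against TH1 control cells.

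Of 26 gene lists, 1 of which is not reported here, those with at least 3 measured members were tested by camera with a preset correlation of 0.01 between genes, and again with an estimated correlation, adjusted over the lists. Calls within a list were also adjusted over the list alone. The lists were TH2 cytokines, TH2 identity, TH1 identity, interferon response, T cell activation and immediate early genes, the mTOR-regulated genes named by the study, IL-2 and STAT5 targets, glycolysis and hypoxia, sterol and fatty acid synthesis, ATF4 and amino acid supply, cell cycle, integrin subunits, integrin adaptors, RGD ligands of αvβ3, naive and memory, TH17, TFH and Treg cells, p53 targets, heat shock, and markers of B cells, myeloid cells, NK and CD8 T cells, mast cells and basophils, and erythroid cells. Sets of the 200 most subset-biased genes were chosen in KO or in control libraries and tested by camera in TH2 cells.

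Groups, tests, alternatives and the rule for naming genes were fixed before the data were examined. Always reported were Itgav, Itgb3, Il4, Il5, Il13, Gata3, Isg20, Runx3, Bcl2a1b, Egr1, Egfr, Nr4a1, Thy1, Ifng and Tbx21. Added in each comparison were the 8 largest rises and 8 largest falls in log2 among genes past the threshold with a mean of at least 20 CPM in the higher group and no overlap between libraries, leaving out predicted genes and receptor segments. From each list up to 4 members past the threshold were named, or the 2 with the highest level where none passed. Coordinates are those of the GRCm38 annotation, counted from 1, by symbol, and 98.4% of the named genes matched.

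Alternatives were another pseudocount, another or no filter, TMM (trims of 0.3 and 0.05) or quantile scaling, only the libraries of the groups compared, no variance trend, the replicate number as a block, fry in place of camera, and each library left out in turn. Array weights, leaving out Rn45s, and leaving out TH2 control 2 with TH2 Itgav KO 3 were chosen after the data were seen. The steps were tested on simulated data for TH2 cells with 200 of 8964 genes changed: 52% of the 2-fold and 100% of the 4-fold changes were called, 6.17% of 162 calls were unchanged genes, and no gene was called in the unchanged TH1 comparison (0 calls). All genes and groups were simulated with the same dispersion (0.0615), while the real groups differed in spread. These rates therefore need not hold for the real calls.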

Results

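Transcripts were measured by RNA-seq in CD4+ T cells of mouse spleen that had been driven in culture towards TH1 cells, which make interferon-γ, or TH2 cells, which make IL-4, IL-5 and IL-13. The starting naïve cells came from control mice with a drug-inducible Cre recombinase in CD4 cells, or from mice in which the same recombinase, once induced, removes Itgav, the gene of the integrin αv chain. In the paper, tamoxifen given in culture induced the deletion, and loss of αvβ3 was seen from day 3. The paper used this line to remove αv after the first activation of the cells. Its account of the sequenced cultures does not state the drug treatment of either genotype. Live CD4+ cells were sorted on day 5, and no gate on αv itself is named. The 4 groups of 3 libraries were TH1 control, TH1 Itgav KO, TH2 control and TH2 Itgav KO. Labels number the libraries but name no mouse or culture, so p-values measure the spread between these samples, which may be technical.

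The TH1 control libraries held 7843579, 13312233 and 11350244 reads in genes and the TH1 Itgav KO libraries 10984310, 9873035 and 11186088. The TH2 control libraries held 9425132, 8806428 and 9131526 and the TH2 Itgav KO libraries 10824616, 6344185 and 7259715. A gene listed at 0 could have lain at up to 0.225 to 0.473 CPM (3 reads of the library), a floor that covers counting error only. Levels are in CPM, counts scaled to the reads in genes of each library, with the SD over n = 3 libraries, and changes are log2 differences of CPM + 1 with their standard error, which understate the change of low genes. "Called" means an adjusted p below 0.05.

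Itgav itself was lower in each KO library than in any control library of its subset. TH2 control cells held 250, 195 and 313 CPM and TH2 Itgav KO cells 55.2, 43.5 and 60.5 CPM, so that 21.0% of the control mean remained (log2 −2.22 ± 0.25, adjusted p = 2.85e-05). TH1 control cells held 227, 228 and 154 CPM and TH1 Itgav KO cells 42.8, 21.3 and 28.1 CPM, 15.1% of the control mean (log2 −2.72 ± 0.25, adjusted p = 4.33e-06). The change did not differ detectably between the subsets (difference 0.50, adjusted p = 0.632). Itgav is a protein-coding gene on chromosome 2 at 83724397 to 83806916 of GRCm38, plus strand, and its value is a count over the whole gene, so reads from exons left in place after deletion are part of it. The paper also describes αvβ3-positive cells beside negative ones in TH2 cultures of this inducible knockout. With no gate on αv named, undeleted cells may add reads, and the KO changes given here may be diluted. The Itgav call held in each subset whichever library was left out.

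**Figure D1:**
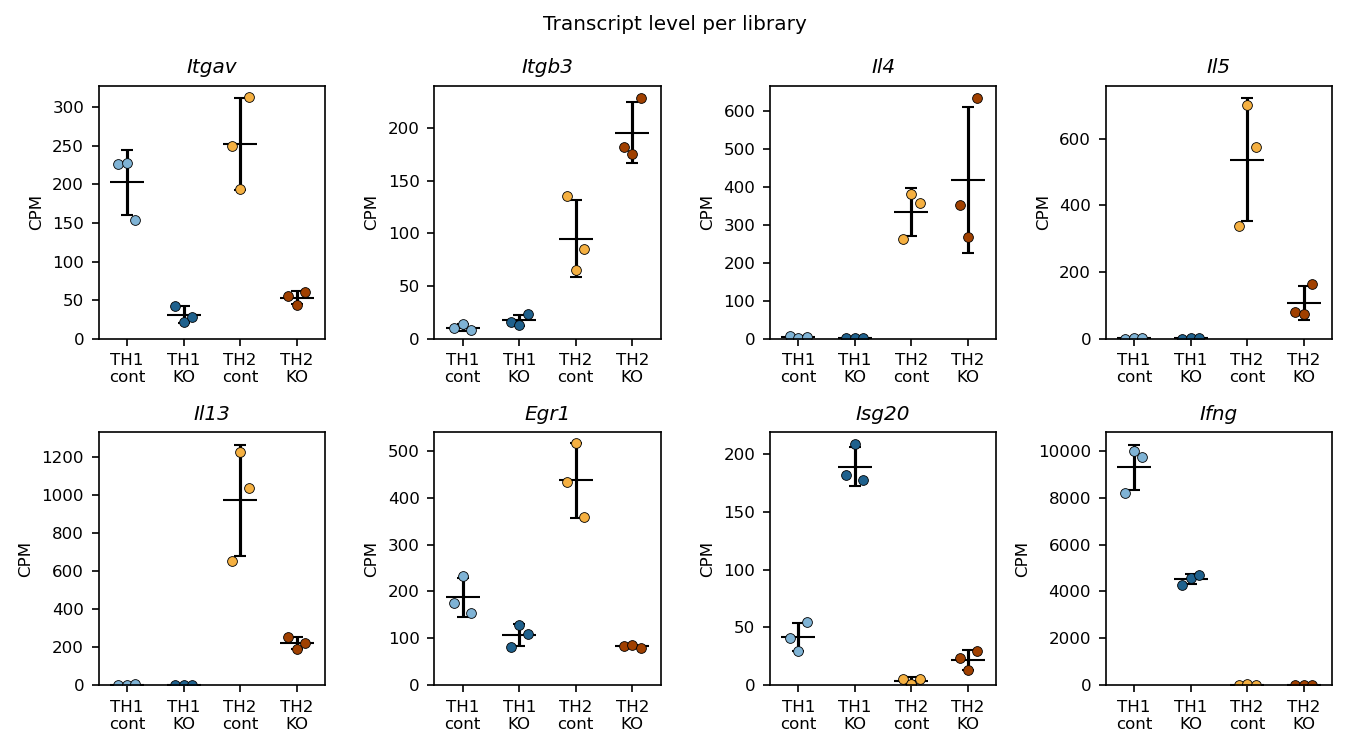
Level of 8 genes in CPM (vertical axes, linear) in each of the 12 libraries, by group (cont, control; KO, Itgav KO), with the group mean and SD as bars. Itgav was lower in the KO libraries of both subsets, Il5 and Il13 were lower in TH2 Itgav KO cells, and Isg20 was higher in the KO libraries of both subsets.

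The control libraries were compared first between subsets, to ask which genes mark TH2 and TH1 cells here. TH2 control cells held 972 ± 294 CPM of Il13, 538 ± 185 CPM of Il5 and 334 ± 63.1 CPM of Il4, while TH1 control cells held 1.44 ± 2.12, 0.104 ± 0.114 and 3.52 ± 2.43 CPM (log2 8.94, 8.87 and 6.36). Gata3, the transcription factor that directs TH2 fate, was at 787 ± 38.5 CPM in TH2 and 13.1 ± 3.36 CPM in TH1 control cells (log2 5.84 ± 0.21, adjusted p = 2.21e-14). Conversely, TH1 control cells held 9303 ± 972 CPM of Ifng and 248 ± 26.1 CPM of Tbx21, which encodes T-bet, against 9.23 ± 12.2 and 3.14 ± 3.59 CPM in TH2 control cells (log2 −10.53 and −6.28). Itgb3, whose β3 chain pairs with αv, was higher in TH2 control cells (95.1 ± 36.4 against 10.4 ± 3.18 CPM, log2 3.04 ± 0.31, adjusted p = 1.87e-07), but Itgav was not (log2 0.31 ± 0.25, adjusted p = 0.438).

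Further genes with the largest differences by the rule for naming were Pth (parathyroid hormone; 1774 CPM in TH2 control cells, log2 10.53), Akr1c18 (8.86), Il9 (7.52), Epas1 (HIF-2α; 6.93) and Enpp2 (autotaxin; 6.29) on the TH2 side. On the TH1 side they were Plac8 (−9.66), the kinase gene Dclk1 (−7.35), the chemokine gene Ccl3 (−7.33), Ms4a4c (−7.06), Selp (P-selectin; −6.98), Ms4a4b (−6.89) and Serpinb5 (−6.59). Among the genes always reported, Egr1 (1.23) and Egfr (4.43) were higher in TH2 control cells. Isg20 (−3.36), Runx3 (−1.33), Nr4a1 (−1.27), Thy1 (−0.71) and Bcl2a1b (−0.87) were higher in TH1 control cells. In all, 1672 of 9121 genes were called, 783 higher and 889 lower in TH2 cells. Of the 26 named calls, 25 held whichever library was left out. Bcl2a1b was lost without any of 5 libraries (highest adjusted p = 0.165).

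In TH2 cells, the comparison asked what the loss of αv does to the cells in which αvβ3 was studied. The transcripts of Il5 and Il13, cytokines that drive eosinophil and mucosal type-2 responses, were at 19.7% and 22.7% of control. Il5 went from 538 ± 185 to 106 ± 51.3 CPM (log2 −2.37 ± 0.41, adjusted p = 0.00210) and Il13 from 972 ± 294 to 221 ± 30.6 CPM (log2 −2.09 ± 0.43, adjusted p = 0.00953), while neither Il4 (334 ± 63.1 and 418 ± 192 CPM, adjusted p = 0.790) nor Gata3 (787 ± 38.5 and 711 ± 57.3 CPM, adjusted p = 0.756) passed. Immediate early genes of T cell receptor signalling fell, among them Egr1 (437 ± 79.2 to 82.4 ± 3.55 CPM) and Nr4a1 (84.1 ± 10.1 to 30.6 ± 9.05 CPM). Isg20 and Runx3, which the study had named as genes of the type-1 response, rose.

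Of the 8 measured TH2 cytokines, 3 fell (Il5, Il13 and Csf2, which encodes GM-CSF) and none rose. The same 3 were called when adjusted over the list alone, and the median log2 change was −0.84. The list was called lower (adjusted p = 0.00101 by camera), but adjusted p = 0.137 with an estimated correlation between its genes. The Il5 call held whichever library was left out. Il13 passed in 14 of 18 alternatives. It was lost without TH2 control 2 (adjusted p = 0.0560), with no filter (0.0713), without the variance trend (0.0712) and without TH2 control 2 and KO 3 together (0.103), the last chosen after the data were seen. Csf2 (log2 −1.82 ± 0.50, adjusted p = 0.0473) was lost without any of 5 libraries (highest adjusted p = 0.136). Il4, Il5 and Il13 lie close together on chromosome 11, at 53602982 to 53618669, 53720794 to 53725106 and 53631324 to 53634702.

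Of the 11 measured TH2 identity genes, 1 rose: Il4ra, a chain of the IL-4 and IL-13 receptors (log2 0.54 ± 0.12, adjusted p = 0.0122). Adjusted over the list alone, 2 rose. The list was not called (adjusted p = 0.650), and its median of −0.04 had the opposite sign to its mean of 0.02 and its test. Itgb3 was at 95.1 ± 36.4 CPM in control and 196 ± 29.1 CPM in KO cells and missed the threshold (log2 1.09 ± 0.31, adjusted p = 0.0502). It passed without TH2 control 1 (adjusted p = 0.0184). Egfr, at 150.3 ± 31.6 and 55.7 ± 5.57 CPM, was not called (log2 −1.40 ± 0.51, adjusted p = 0.139), nor were Thy1 (0.16), Ifng (−0.87) and Tbx21 (−0.41). Tbx21 passed in 1 of 17 alternatives, without TH2 control 2 and KO 3 together (−2.19, adjusted p = 0.00408, with 0.981 as the highest), which was chosen after the data were seen. With TH2 cells fitted alone both Egfr (−1.40 ± 0.24, adjusted p = 0.00375) and Itgb3 (adjusted p = 0.0291) were called, and over all alternatives their adjusted p ranged from 0.00375 to 0.402 and from 0.0184 to 0.351. Ifng and Tbx21 were below 10 CPM in both TH2 group means.

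Isg20, an interferon-induced exonuclease, rose from 3.82 ± 2.81 to 21.9 ± 8.51 CPM (log2 2.43 ± 0.45, adjusted p = 0.00360), and Runx3, a transcription factor that represses Il4 in TH1 cells, rose from 169 ± 60.8 to 354 ± 90.5 CPM (log2 1.10 ± 0.20, adjusted p = 0.00410). The study named both genes on the same samples, so their rise is not independent evidence of a direction. Both calls held whichever library was left out, but with TH2 cells fitted alone Runx3 was called (adjusted p = 0.0211) and Isg20 was not (adjusted p = 0.0882). Both were lost with no filter (adjusted p = 0.0511 for Isg20 and 0.0577 for Runx3) and without the variance trend (0.0509 and 0.0797).

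Interferon response genes rose as a list: 9 of 37 measured members were called higher, none lower, and 11 were called higher when adjusted over the list alone (median 0.41, adjusted p = 0.000224). With an estimated correlation the list gave adjusted p = 0.284. Beside Isg20 they included Dhx58 (2.43), an RNA sensor of the RIG-I family, Ifit1 (2.32) and the guanylate-binding protein gene Gbp4 (1.45). Dhx58 was lost without TH2 control 2 or any KO library (highest adjusted p = 0.101), and Ifit1 without TH2 control 2 or KO 2 (adjusted p = 0.0571 and 0.0588). TH1 identity genes went both ways. Of 19 measured, Runx3, Lta (lymphotoxin-α; 1.07) and Il12rb2 (0.73) rose, while the cytotoxic granule gene Nkg7 (−2.77) and Havcr2, which encodes the inhibitory receptor TIM-3 (−2.43), fell. Adjusted over the list alone, 5 rose and 2 fell. Over all members 14 of 19 changes were negative (median −0.28), and the list was not called (adjusted p = 0.366, direction down).

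T cell activation and immediate early genes fell: 8 of 25 measured were called lower, none higher, and 12 were called lower when adjusted over the list alone. The median log2 change was −0.59 (adjusted p = 2.87e-09, and 0.00761 with an estimated correlation). Members with the largest falls were the transcription factor genes Egr1 (−2.38 ± 0.19, adjusted p = 2.70e-07), Nr4a3 (−2.36), Egr2 (−2.33) and Egr3 (−2.23). Egr2 was lost without TH2 control 1 or KO 3 (adjusted p = 0.0548 and 0.0755). Of the 4 mTOR-regulated genes the study named, Egr1, Nr4a1 (−1.46 ± 0.24, adjusted p = 0.00119) and the anti-apoptotic Bcl2a1b (−1.35 ± 0.28, adjusted p = 0.00990) fell, and all 4 were called lower when adjusted over the list alone. That list was called lower (adjusted p = 1.58e-06, and 0.00761 with an estimated correlation), but the study chose its genes on these samples, so this too is not independent evidence. Egr1, Nr4a1 and Bcl2a1b are also members of the activation list, so the fall of that list is not fully independent evidence either. Bcl2a1b has near-identical copies in the genome, which makes its level uncertain.

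Genes of glycolysis and hypoxia rose, with 5 of 17 measured called higher, none lower, and 9 when adjusted over the list alone (median 0.33, adjusted p = 0.00124). With an estimated correlation, adjusted p = 0.303. They included the glucose transporter gene Slc2a3 (1.11 ± 0.31, adjusted p = 0.0499), the kinase gene Pdk1 (0.98), and the glycolytic enzyme genes Gpi1 (0.61) and Aldoa (0.60). Each of these 4 was lost without at least 2 of the 6 libraries in turn (highest adjusted p = 0.181 for Slc2a3, 0.0641 for Pdk1, 0.1002 for Gpi1 and 0.144 for Aldoa). Pdk1 lies on chromosome 2 at 71873224 to 71903858, within 20 Mb of Itgav, where a segment carried along with the floxed allele is not excluded. Genes of ATF4 and amino acid supply were called lower as a list (median −0.37, adjusted p = 0.0412, and 0.303 with an estimated correlation), although none of the 17 measured was called over all genes. Adjusted over the list alone, 1 was higher and 6 were lower. Its transcription factor Atf4 (−0.08) and the stress gene Ddit4 (0.12) did not pass. The list was lost without TH2 control 1, control 2 or KO 3 (adjusted p = 0.163, 0.0717 and 0.134).

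Cell cycle genes were lower as a list, with 25 of 26 log2 changes negative and a median of −0.40 (adjusted p = 1.29e-05, and 0.284 with an estimated correlation). The kinetochore genes Cenpe (−0.81 ± 0.20) and Cenpf (−0.66 ± 0.18) passed alone, with the same 2 called when adjusted over the list alone. Cenpe was lost without any of 4 libraries (highest adjusted p = 0.123) and Cenpf without any of 5 (highest adjusted p = 0.184).

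Among 10 measured integrin subunits, Itga4, the α4 chain, rose (29.8 ± 10.1 to 91.0 ± 44.3 CPM, log2 1.53 ± 0.30, adjusted p = 0.00635) and Itgav fell. Adjusted over the list alone, 2 rose and 3 fell. Itga4 lies on chromosome 2 at 79255426 to 79333123, within 20 Mb of Itgav, where a segment carried along with the floxed allele is not excluded. Of 11 integrin adaptors, the small GTPase gene Rap1b fell (−0.57), and of 6 RGD ligands of αvβ3, Spp1 (osteopontin) fell from 54.5 ± 31.3 to 5.53 ± 2.03 CPM (log2 −2.95 ± 0.36, adjusted p = 8.49e-05). Adjusted over each list alone, the adaptors gave 1 higher and 1 lower and the ligands 1 lower. None of these lists was called (adjusted p = 0.322, 0.366 and 0.671), and the ligands' median (0.19) and mean (−0.34) differed in sign, the test following the mean. Of 10 measured naive and memory genes 2 rose, Ccr7 (0.64) among them, with 3 called higher when adjusted over the list alone, and the list was not called (adjusted p = 0.0832). It passed without TH2 KO 3 (adjusted p = 0.0194).

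Other lists were not called either, and are given with the members called over all genes and then over the list alone. IL-2 and STAT5 targets had Bcl2l1, encoding the anti-apoptotic Bcl-xL (−1.21 ± 0.16, adjusted p = 0.000131), lower and Bcl2 (0.47) higher among 15, then 2 higher and 2 lower (adjusted p = 0.810; median −0.01 and test Down, mean 0.02). Of the TFH genes, Pdcd1, encoding the inhibitory receptor PD-1 (−0.95), fell among 4, then 2 higher and 2 lower (adjusted p = 0.650; median 0.07, mean and test negative). Of 6 Treg genes Ctla4 (−0.89) fell, then the same 1 (adjusted p = 0.538). Of 8 heat shock genes Hspd1 (−0.66) fell, then 4 lower (adjusted p = 0.122). No call was made over all genes among 25 sterol and fatty acid synthesis genes, then none (adjusted p = 0.169), or 11 p53 targets, then 2 lower (adjusted p = 0.142). Bcl2, Pdcd1, Ctla4 and Hspd1 were each lost without 1 or more libraries (highest adjusted p = 0.205, 0.142, 0.157 and 0.0678).

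Markers of other cells that a CD4+ sort could hold were mostly too low to measure. Of 4 measured B cell markers the antigen presentation genes Cd74 (16.2 ± 3.18 to 43.7 ± 3.45 CPM, log2 1.39 ± 0.30, adjusted p = 0.0139) and H2-Ab1 (74.6 ± 17.5 to 184 ± 27.8 CPM, adjusted p = 0.00243) were higher in TH2 Itgav KO cells, the same 2 when adjusted over the list alone, and the list was not called (adjusted p = 0.143). Cd74 was lost without TH2 control 2 (adjusted p = 0.0507). Among 3 NK and CD8 markers none passed, over all genes or over the list alone (adjusted p = 0.715 for the list), with Klrk1 at −0.10 and Gzma at 0.52. The lists of TH17 genes (2 measured, Rora 0.21 and Il1r1 1.62), myeloid markers (1 measured, Cd68, −0.000235), mast cell and basophil markers and erythroid markers (0 measured each) were too short to test. Adjusted over the list alone, 1 TH17 gene passed and the myeloid gene did not.

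By the rule for naming, which takes called genes with at least 20 CPM in the higher group and no overlap between libraries, the largest rises were those of Mob3c (2.94), Vill (2.64), Fam183b (2.55), the kinase gene Matk (2.48), Isg20, Dhx58, Dntt (2.42), which encodes terminal transferase, and the non-coding RNA Snhg16 (2.33). The largest falls by that rule were those of B3galt2 (−3.52 ± 0.44, adjusted p = 8.49e-05), the dicarboxylate transporter gene Slc13a3 (−3.08), Spp1, Crabp2 (−2.94 ± 0.24, adjusted p = 2.88e-07), which encodes a retinoic acid carrier, Egr1, Il5, Nr4a3 and the costimulatory ligand gene Cd80 (−2.36). Of these, Vill, Matk, Dntt and Slc13a3 were lost without 1 or more libraries (highest adjusted p = 0.110, 0.131, 0.166 and 0.0509). Mob3c passed in 13 of 17 alternatives and was lost with no filter (adjusted p = 0.0804), without the variance trend (0.0741) and, by choices made after the data were seen, without TH2 control 2 and KO 3 together (0.0723) and with array weights (0.0792).

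In all, 327 of 9121 genes were called in TH2 cells, 175 higher and 152 lower, 169 of them by 2-fold or more. The libraries of KO and control did not overlap for 316 of the called genes and for 18.7% of all genes, where chance gives 10%. Fitting TH2 cells alone gave 125 calls, and TMM scaling 159 higher and 183 lower of 342. Leaving out TH2 control 2 gave 158 calls, and leaving out KO 2 or KO 3 gave 208 or 209. TH2 control 2 and KO 3 lay furthest out on the second component, which also parted KO from control in both subsets. Without both libraries, a choice made after the data were seen that also leaves fewer libraries, 153 genes were called. Of 46 named calls, 26 held whichever library was left out. With TH2 cells fitted alone 44 of them were tested and 25 held, while Aldoa, Bcl2, Bcl2a1b, Cd74, Cd80, Cenpe, Cenpf, Csf2, Ctla4, Dhx58, Dntt, Gpi1, Hspd1, Isg20, Nkg7, Pdcd1, Pdk1, Rap1b and Vill were lost (adjusted p between 0.0503 and 0.159). With no filter 25 of the 46 were lost, without the variance trend 29, and without TH2 control 2 and KO 3 together 19. TH2 control 1 also held 5.84% of its reads in Rn45s (ribosomal RNA precursor) against 1.95% and 1.89% in the other TH2 controls, and without that gene 324 were called.

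**Figure D2:**
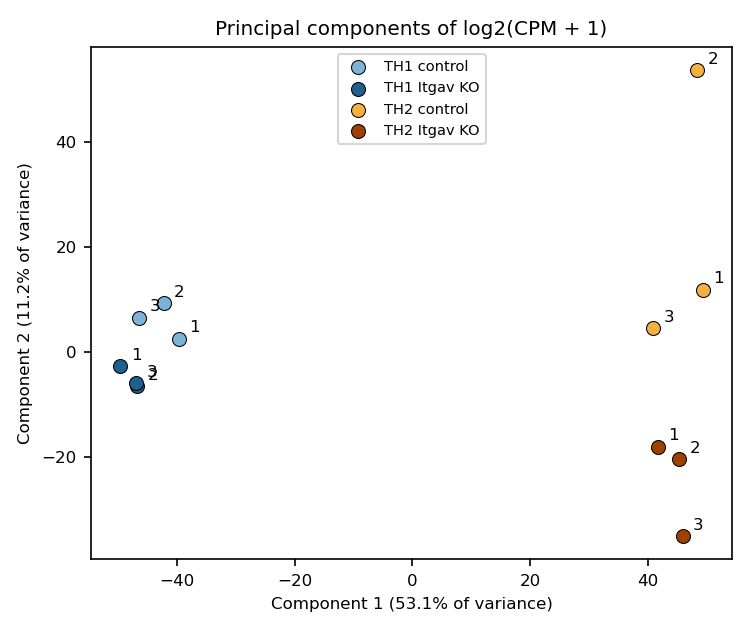
The 12 libraries on the first 2 principal components of log2(CPM + 1) over the genes tested, which hold 53.1% and 11.2% of the variance (axes, component scores), coloured by group and numbered by replicate. Component 1 parts TH1 from TH2 cells, and component 2 parts control from KO cells, with TH2 control 2 at 53.6 and TH2 Itgav KO 3 at −35.0.

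In TH1 cells, the comparison asked whether loss of the same integrin chain changed transcripts outside the TH2 subset. Isg20 rose here too, from 41.6 ± 12.5 to 189 ± 16.7 CPM (log2 2.20 ± 0.45, adjusted p = 0.0167), and Egr1 fell from 187 ± 41.2 to 106 ± 23.3 CPM (log2 −0.81 ± 0.19, adjusted p = 0.0492). Slamf6, a receptor of the SLAM family, rose from 9.25 ± 5.28 to 72.7 ± 7.95 CPM (log2 2.98 ± 0.46, adjusted p = 0.00140), and Timp1, an inhibitor of metalloproteinases, fell from 188 ± 20.5 to 58.6 ± 3.41 CPM (log2 −1.66 ± 0.17, adjusted p = 1.64e-05). The TH1 cytokine Ifng stood at 9303 ± 972 CPM in control and 4523 ± 214 CPM in KO cells with no overlap, but missed the threshold with all groups sharing a spread (log2 −1.04 ± 0.47, adjusted p = 0.460). With TH1 cells fitted alone Ifng was called (adjusted p = 6.60e-08), as was Tbx21 (248 ± 26.1 and 165 ± 10.1 CPM, adjusted p = 0.869 shared and 0.0103 alone). Isg20 was lost without TH1 control 1 or 2 or any KO library (highest adjusted p = 0.128) and Egr1 without any library but TH1 control 3 (highest adjusted p = 0.366).

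Activation and immediate early genes fell in TH1 cells as well: Nr4a2 (−2.07 ± 0.43), Egr1 and Irf4 (−0.67 ± 0.10), a transcription factor of activated T cells, were called lower among 25, none higher, and 11 lower when adjusted over the list alone. The median was −0.54 (adjusted p = 4.32e-06, and 0.0308 with an estimated correlation). Nr4a2 was lost without any of 5 libraries (highest adjusted p = 0.133). The mTOR-regulated genes named by the study were called lower (adjusted p = 0.000135, and 0.0308 with an estimated correlation). Egr1 passed of these 4, all 4 when adjusted over the list alone, and Nr4a1 (−0.90), Bcl2a1b (−0.63) and Egfr (−1.45) did not, again on genes the study chose from these samples. With TH1 cells fitted alone Nr4a1 was called (−0.90 ± 0.18, adjusted p = 0.00306) and Bcl2a1b was not (adjusted p = 0.110). Runx3 (0.00287) did not pass.

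Interferon response genes were called higher as a list, with 32 of 37 changes positive and a median of 0.32 (adjusted p = 0.000135, and 0.198 with an estimated correlation). Isg20 alone was called over all genes and 2 members over the list alone. Genes of glycolysis and hypoxia were also called higher, with 15 of 17 positive and a median of 0.38 (adjusted p = 7.10e-05, and 0.198 with an estimated correlation). Pdk1 (0.97 ± 0.22, adjusted p = 0.0358) was the member called over all genes, and 7 were when adjusted over the list alone. Pdk1 was lost without any of the 6 libraries in turn (highest adjusted p = 0.194), and it lies near Itgav, as given above. Cell cycle genes, with 23 of 26 changes positive and a median of 0.31, were called higher (adjusted p = 2.63e-05, and 0.220 with an estimated correlation). No cell cycle gene was called over all genes and 2 were over the list alone, with Top2a at 0.55 (adjusted p = 0.0663) and Mki67 at 0.08.

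Of 17 genes of ATF4 and amino acid supply, Trib3, a pseudokinase gene induced by ATF4, rose (1.92 ± 0.39, adjusted p = 0.0172), 2 over the list alone, and the list was called higher (adjusted p = 0.0256, and 0.220 with an estimated correlation). The list was lost without TH1 control 1, KO 2 or KO 3 (adjusted p = 0.141, 0.0675 and 0.158), and Trib3 without control 2, KO 2 or KO 3 (highest adjusted p = 0.125). Naive and memory genes were called lower (median −0.25, adjusted p = 0.0256, and 0.198 with an estimated correlation), with the lymph node homing receptor gene Ccr7 (1231 ± 60.5 to 755 ± 42.5 CPM, log2 −0.70 ± 0.12, adjusted p = 0.00419) called among 10 and 5 lower over the list alone. That list was lost without KO 1 (adjusted p = 0.1001), and Ccr7 without KO 3 (adjusted p = 0.0526). TFH genes were called lower (median −0.34, adjusted p = 0.0171, and 0.189 with an estimated correlation), with Il21 (−1.40 ± 0.17, adjusted p = 0.000153) called among 4 and the same 1 over the list alone. Of 11 p53 targets Ccng1 (−0.62 ± 0.11) fell, 2 over the list alone, and the list was called lower (median −0.07, adjusted p = 0.0256, and 0.186 with an estimated correlation). The p53 list was lost without TH1 control 2, control 3 or KO 1 (adjusted p = 0.0989, 0.0581 and 0.133).

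Of the TH2 cytokines, Il24 (−0.65, adjusted p = 0.0785), Il10 (−0.02) and Csf2 were above 10 CPM in TH1 control cells. Csf2, singled out after its values were seen, stood at 24.7 ± 9.14 and 7.33 ± 4.40 CPM in TH1 control and KO cells (log2 −1.75, adjusted p = 0.111, and 0.0202 with TH1 cells fitted alone). The list was not called (adjusted p = 0.0504), with none of 8 past over all genes and 2 lower over the list alone. It passed without TH1 control 2 or KO 2 (adjusted p = 0.0195 and 0.00823). Of 11 TH2 identity genes the nuclear receptor gene Pparg (7.58 to 26.5 CPM, log2 1.65 ± 0.25, adjusted p = 0.00112) and the chemokine receptor gene Ccr4 (15.0 to 36.2 CPM, log2 1.23 ± 0.23, adjusted p = 0.00673) rose, 3 over the list alone, and the list was not called (adjusted p = 0.0504). It passed without TH1 control 1 or KO 2 (adjusted p = 0.0244 and 0.0373), and Ccr4 was lost without control 2 or KO 2 (adjusted p = 0.0618 and 0.0739). Gata3 was at 13.1 ± 3.36 and 22.1 ± 6.23 CPM and did not pass (0.71, adjusted p = 0.128). Of 19 TH1 identity genes the chemokine gene Ccl4 fell (−1.74 ± 0.39, adjusted p = 0.0297), 2 over the list alone (adjusted p = 0.136 for the list). By fry this list was called lower (adjusted p = 0.0288), with 10 of its changes negative and 9 positive. Its members Ifng and Tbx21 were called lower with TH1 cells fitted alone, as given above. Ccl4 was lost without any of the 6 libraries in turn (highest adjusted p = 0.192).

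No further list was called in TH1 cells. Itgav was the integrin subunit called over all genes among 10, with Itgb3 at 0.67 (adjusted p = 0.453), and 1 higher and 1 lower over the list alone (adjusted p = 0.618 for the list). That list's median (0.08) and test were positive and its mean (−0.04) was not. No member was called over all genes among the integrin adaptors (adjusted p = 0.493; none over the list alone), RGD ligands (0.184; 1 higher), IL-2 and STAT5 targets (0.446; 2 lower), sterol synthesis (0.596; none), Treg (0.124; 2 higher, 1 lower) and heat shock genes (0.124; none). The same held for B cell markers (0.941; 1 higher, 1 lower), with H2-Ab1 at 0.91 (adjusted p = 0.0658) and Cd74 at 0.02, and for NK and CD8 markers (0.941; none), with Klrk1 at 0.07 and Gzma at −0.08. Median and test were positive and the mean negative for B cell markers (0.02 and −0.14), the sterol median (−0.03) was negative with a positive mean (0.04) and test, and NK and CD8 markers had a negative median (−0.04) and mean (−0.02) with a positive test. Too short to test were the TH17 genes (Rora −0.42, Il1r1 −0.77), the myeloid markers (Cd68 0.85) and the other cell types, and none of these members passed over its list alone.

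By the rule for naming, the rises in TH1 cells were led by the interferon-inducible Ifi203 (3.30; shares sequence with its gene family, so its level is uncertain), Slamf6, Serpina3f (2.92; a member of a gene cluster, likewise uncertain), the water channel gene Aqp9 (2.34), Isg20, Rab37 (2.11), Igfbp4 (1.96 ± 0.22, adjusted p = 2.91e-05), which binds insulin-like growth factors, and Ramp1 (1.71). The falls were led by Itgav, Nr4a2, Rgs2 (−1.81), a regulator of G protein signalling, Ccl4, Timp1, Cd83 (−1.64), Crabp2 (−1.54) and Plek (−1.52). Serpina3f was at 0 in each TH2 control library and at least 33-fold higher in TH1 control cells, set against a floor of 3 reads per library. Ifi203, Serpina3f, Rab37, Ramp1, Rgs2 and Plek were lost without 1 or more libraries (highest adjusted p = 0.0565, 0.1004, 0.133, 0.290, 0.0880 and 0.127), and Ifi203 passed the expression filter in 3 of its 6 such fits.

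In all, 77 genes were called in TH1 cells, 30 higher and 47 lower, 41 of them by 2-fold or more. All 77 had no overlap between KO and control libraries, as had 20.8% of all genes against 10% by chance. Leaving out a library gave 36, 30 or 54 calls for the controls in order and 64, 34 or 26 for the KO libraries. Fitted alone, TH1 cells gave 367 calls against 125 in TH2 cells, the reverse order of the shared fit, so the counts do not rank the subsets. In that fit the 25 named TH1 calls held, and 8 further genes among those named for the TH1 comparison were called: H2-Ab1, Ifng, Il24, Il2ra, Nr4a1, Tbx21, Tnfrsf18 and Top2a (highest adjusted p = 0.0330). With no filter 9 of the 25 were lost and without the variance trend 12. Array weights, chosen after the data were seen, called 9 further named genes, Gata3 (adjusted p = 0.0267) and Egfr (0.0350) among them. Without TH1 KO 1 Egfr passed (−2.29, adjusted p = 0.00725), and without TH1 KO 2 Nr4a1 (0.0450) and Il24 (0.0402) did.

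**Figure D3:**
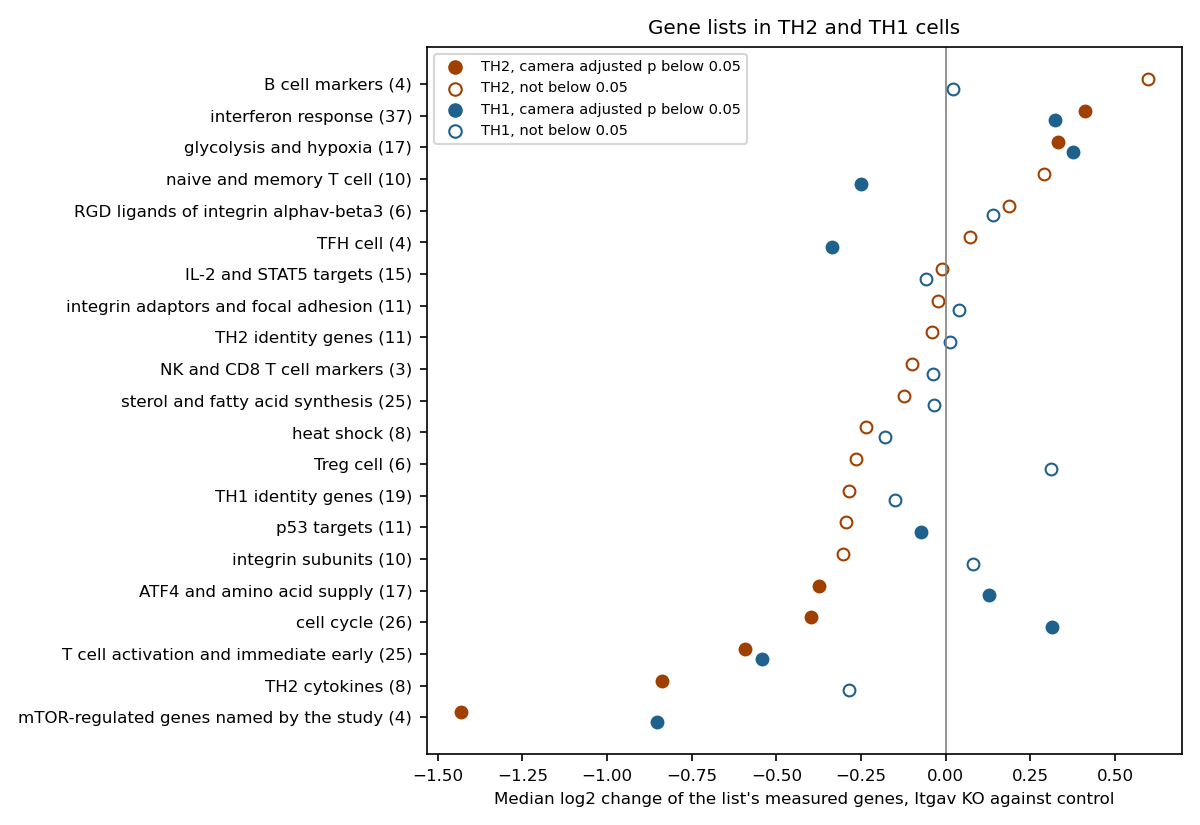
Median log2 change (horizontal axis) of each gene list reported in TH2 (orange) and TH1 cells (blue), Itgav KO against control, filled where the list test gave an adjusted p below 0.05, with the number of measured genes in brackets. Activation genes lie at −0.59 and −0.54, and cell cycle genes at −0.40 in TH2 and 0.31 in TH1 cells.

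Whether the change differed between the subsets was tested as the KO effect in TH2 cells minus that in TH1 cells. Egr1 fell further in TH2 than in TH1 cells (difference −1.57 ± 0.27, adjusted p = 0.0214), the only 1 of the 15 genes always reported to pass. For the other 14 adjusted p lay between 0.0796 and 0.986. Of these, Runx3 (1.09) and Isg20 (0.24) are not shown to differ, although Runx3 passed without TH2 control 1 (adjusted p = 0.0203), while Il5 (−2.36) and Il13 (−1.58) were at or near the floor in TH1 cells (but for Il13 at 3.88 CPM in TH1 control 3), which leaves no TH1 change to compare. Il13 passed without TH1 control 3 (adjusted p = 0.0484) and at a pseudocount of 5 (0.0235). Il5 passed at a pseudocount of 5 (adjusted p = 0.0177) and with the filter at 50 CPM (0.0390). Ifng passed without TH2 control 2 and KO 3 together (adjusted p = 0.0358), which was chosen after the data were seen. Ccr7 rose in TH2 and fell in TH1 cells (difference 1.35 ± 0.17, adjusted p = 0.00147), which held whichever library was left out. By the rule for naming, differences with a positive sign were led by Phxr4 (3.59), Rgs2 (2.93), Vps37b (1.93), Cd83 (1.83), Spef2 (1.83), St8sia4 (1.59) and Mxd1 (1.51), and those with a negative sign by Slamf6 (−3.25), B3galt2 (−2.84), Nkg7 (−2.53), Spp1 (−2.51), Aqp9 (−2.44), Pth (−2.36), Tespa1 (−1.97) and Id3 (−1.62). Pth, for example, stood at 1774 CPM in TH2 control and 347 ± 85.1 CPM in TH2 Itgav KO cells and below 0.2 CPM in the TH1 group means, under the floor of 3 reads, so that no TH1 change could be measured and its difference restates the TH2 fall.

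Cell cycle genes differed as a list: all 26 differences were negative, with a median of −0.67 (adjusted p = 1.85e-11, and 0.197 with an estimated correlation). Ccna2, encoding cyclin A2 (−1.06 ± 0.22, adjusted p = 0.0390), was called over all genes and 13 over the list alone. Genes of ATF4 and amino acid supply were lower in this difference (median −0.43, none of 17 called over all genes, 2 over the list alone, adjusted p = 0.000885) and naive and memory genes higher (median 0.55, Ccr7 called among 10, 5 over the list alone, adjusted p = 0.00654). The study's mTOR-regulated genes (median −0.65, Egr1 called and the same 1 over the list alone, adjusted p = 0.0206) and activation genes (median −0.31, adjusted p = 0.0338) were lower. Among 25 activation genes Egr1 and Dusp6 (−1.45 ± 0.29) were called lower and Irf4 (0.69) higher, and the same over the list alone. With an estimated correlation none of these 5 lists passed (adjusted p = 0.197, and 0.219 for activation). The estimate was 0.360 for the cell cycle list, but −0.107 for the mTOR-regulated genes, below the preset 0.01. For the mTOR-regulated genes a correlation between genes is therefore not what raised the p-value. Activation was lost without TH1 control 3, TH1 KO 2, TH2 control 3 or TH2 KO 3 (highest adjusted p = 0.141), the mTOR-regulated genes without TH1 KO 1 or TH2 KO 2 (adjusted p = 0.0892 and 0.0514), and naive and memory genes without TH2 control 3 (adjusted p = 0.0718).

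The remaining lists were not called in the difference (adjusted p between 0.102 and 0.953). Of these, the RGD ligands passed with 1 of the 12 libraries left out (adjusted p = 0.0415). Median and mean differed in sign, with the test following the median, for TH1 identity genes (0.16 and −0.11), heat shock genes (−0.06 and 0.14) and NK and CD8 markers (−0.17 and 0.00525). Lta (1.22), Il12rb2 (1.13) and Nkg7 of the TH1 identity genes and Spp1 of the RGD ligands were the members called over all genes. In all, 37 genes were called in this comparison, 24 with a positive and 13 with a negative difference, against 1002 at an unadjusted p under 0.05. TMM scaling gave 26 calls, 50.0% of them positive against 64.9%. Leaving out TH1 control 1 or 2 or TH1 KO 3 gave 2, 3 or 4 calls, and of the 22 named calls all but Ccr7 were lost without 1 or more libraries (highest adjusted p = 0.175). With no filter 21 of the 22 were lost, and without the variance trend 22.

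Genes called in both subsets were counted from separate control libraries. As the labels name no mouse, cells of the same mice may have entered both subsets. A difference between the mice would then show in both, which the counts expected by chance do not allow for. The fall of Itgav in both follows from the design. The 8 called higher in both (0.576 by chance if the lists were independent) were Arl4c, Enah, Igfbp4, Isg20, Ndufv3, Pdk1, Pglyrp2 and Rasgrp1. The 11 called lower in both (0.783 by chance) were Itgav, Crabp2, Egr1, Inhba, Penk, Plek, Ptpn4, Sema7a, Srgn, Tg and Timp1, and Ccr7 was the 1 called in opposite directions. These overlaps are listed in full, the genes outside the rule for naming after their values were seen. Pdk1 lies near Itgav, where a segment carried along with the floxed allele is not excluded. Crabp2 fell from 112 ± 14.1 to 14.3 ± 5.43 CPM in TH2 and from 310 ± 51.9 to 106 ± 20.3 CPM in TH1 cells, and Igfbp4 rose from 64.6 ± 16.3 to 156 ± 7.39 CPM and from 29.4 ± 6.12 to 116 ± 8.86 CPM. With each subset fitted alone the overlaps were 9 higher (1.07 by chance) and 16 lower (1.05). Of the TH2 calls, 76.5% had the same sign in TH1 cells, as had 55.7% of all genes.

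Last, the 200 genes most TH2-biased and the 200 most TH1-biased were tested as sets in TH2 Itgav KO against control cells. Chosen in the KO libraries, TH2-biased genes were higher (median 0.43, p = 0.000980, and 0.0494 with an estimated correlation), the direction that sharing the TH2 KO libraries gives by chance, and TH1-biased genes were not called (p = 0.228). Chosen in the control libraries, TH2-biased genes were not called (p = 0.369) and TH1-biased genes were higher (median 0.33, p = 4.74e-05, and 0.0603 with an estimated correlation), again the direction of shared libraries. The sign followed the libraries used for the choice, so neither class is shown to have moved.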

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

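TMM scaling and the fit of each subset alone were alternatives fixed before the data were examined. Their use as tests here, and the other tests of explanations, were chosen after the patterns had been seen in the same data but before the values that decide them, while the spread set around each bound, and the bounds for handling in TH2 cells and for depth, were chosen after the values were known. The 27 results here were picked out because the KO effect in TH2 minus that in TH1 cells passed its own test.

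Egr1 (−1.57), Dusp6 (−1.45) and Irf4 (0.69) are activation genes, a list that differed with adjusted p = 0.0338, and Egr1 is in the mTOR-regulated list (adjusted p = 0.0206). Ccr7 (1.35) is in the naive and memory list (adjusted p = 0.00654), Ccna2 (−1.06) in the cell cycle list (adjusted p = 1.85e-11), and the ATF4 list gave adjusted p = 0.000885. With an estimated correlation none of these 5 lists passed (adjusted p = 0.219 for activation and 0.197 for the others). Differences of TH1 identity genes were Lta 1.22, Il12rb2 1.13 and Nkg7 −2.53. The other differences were Phxr4 3.59, Rgs2 2.93, Vps37b 1.93, Cd83 1.83, Spef2 1.83, St8sia4 1.59, Mxd1 1.51, Slamf6 −3.25, B3galt2 −2.84, Spp1 −2.51, Aqp9 −2.44, Pth −2.36, Tespa1 −1.97 and Id3 −1.62. Pth was under the floor of 3 reads in the TH1 group means, so its value restates the TH2 fall.

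Activation and immediate early genes fell with loss of αv in both subsets (median −0.59 in TH2 and −0.54 in TH1 cells). The tables argue against a lower share of T cells, as 13 constitutive T cell genes had a median of 0.0130 ± 0.0716 (bootstrap SE) in TH2 and 0.129 ± 0.102 in TH1 cells, above bounds of −0.296 and −0.272 set midway between 0 and the activation median. They argue against scaling to the library total, as the activation median under TMM was −0.620 ± 0.260 in TH2 and −0.548 ± 0.158 in TH1 cells. In TH1 cells they argue against handling of the cells before lysis, as 11 handling-responsive genes, 3 of them also in the activation list, had a median of 0.00965 ± 0.0954. In TH2 cells handling stays open, since the median of these genes was −0.110 ± 0.184, 7 of 11 were lower, and the gap to the bound was 0.186 ± 0.225. The bound set first for that test, −0.676, came from T cell receptor response genes and lay beyond the whole activation median, so it could decide nothing. The SEs in this paragraph come from resampling genes as if independent and hold no spread between libraries. They are likely too small, so the arguments against a lower share of T cells and against handling are weak. A weaker response to T cell receptor stimulation without αv remains open as a hypothesis, not tested here beyond these lists. In naïve control and αv-deficient cells, the paper measured equal calcium flux after receptor crosslinking. Early in culture, it reported lower activation markers and lower STAT5 phosphorylation without αv. Those experiments used a constitutive knockout and not polarised cells of the inducible one, so they do not decide the question here. In the inducible knockout the paper saw no defect of the activation marker CD25. It reported lower mTOR signalling, read as phospho-S6, in αv-deficient TH2 cells.

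Cell cycle genes were lower in TH2 and higher in TH1 Itgav KO cells, but not called with an estimated correlation (adjusted p = 0.284 in TH2 cells, 0.220 in TH1 cells and 0.197 in the difference), so the pattern itself is uncertain. Without TH2 control 2 and TH2 Itgav KO 3 the TH2 median was −0.309 ± 0.0790 against −0.399 with them, so the list median stayed negative. The SE comes from resampling genes, whose estimated correlation was 0.360, and holds no spread between libraries. It is thus too small to exclude these libraries as the whole cause, and both lie at the ends of the component that also parts KO from control. Under TMM the difference of the medians was −0.743 against −0.714, which argues against the scaling. An effect of αv on division, or a difference in the stage the cultures had reached on day 5, may remain, and neither was tested here. For division, the paper reported no proliferation defect in cultures of this inducible knockout, by dye dilution and Ki67 staining.

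More genes were called in TH2 than in TH1 cells (327 and 77). Fitted alone, the ratio of TH2 to TH1 calls was 0.341 (0.161 to 0.718 with a library left out), so the order is consistent with a spread shared by subsets of unequal spread (median SD 0.364 and 0.316 in TH2, 0.224 and 0.260 in TH1 groups). The tables argue against unequal depth, as the TH2 libraries held on average 80.2% of the reads of the TH1 libraries, and thinning to equal reads moved the ratio from 4.25 to 3.92. The thinned ratio was 0.841 to 1.07 of the other over 20 draws of reads, and 0.894 to 1.09 with a library left out of both fits. The order of the counts is thus no evidence that TH2 cells responded more.

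Other ways of splitting the libraries gave at most 1 call against 327 in TH2 cells, 0 against 77 in TH1 cells and 0 against 1672 between the controls, and 10 splits are too few for a share under 0.05. For the difference between subsets, 1 of 100 splits, the real one, gave as many as 37 calls, and the highest other gave 26. The other splits mixed KO with control libraries in at least 1 subset, which moves KO effects into the spread and lowers the counts. They do not keep a KO effect shared by both subsets in place, so they cannot exclude chance for this difference.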

How the results depend on the processing

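All 3 alternatives chosen after the data were seen are named as such below. No gene called in the main test reversed its sign under any alternative run. Over the named genes and alternatives, 918 values in TH2 cells kept their sign and side of the threshold, 180 lost it, 10 gained it and 19 reversed; in TH1 cells these were 839, 81, 23 and 26, in the difference 1186, 221, 9 and 47, and between the controls 454, 5, 0 and 0. The cause was not tested unless stated. A gene near the floor of 3 reads has no firm direction at this depth.

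Counts of calls moved most. In TH2 cells 327 became 141 with no filter, 125 with only the libraries of that subset, 76 without the variance trend and 153 without TH2 control 2 and TH2 Itgav KO 3 (chosen after the data were seen, with fewer libraries, which are the ends of the component that parts KO from control). In TH1 cells 77 became 367 with only that subset, 29 without the trend and 406 with array weights (chosen after the data were seen). In the difference 37 became 2 with no filter, 62 at 50 CPM or more and 1 without the trend, where 1002 had an unadjusted p under 0.05 in the main test. With no filter more genes share the adjustment. Lists called with an estimated correlation were 2 in TH2 cells, 2 in TH1 cells and 0 in the difference. In each subset the 2 were the activation and the mTOR-regulated genes, which share Egr1, Nr4a1 and Bcl2a1b. By fry, 9, 9 and 6 of all 22 lists tested were called. Cell cycle genes had a fry adjusted p of 0.0462 in the difference, but 0.0619 in TH2 and 0.102 in TH1 cells. With a library left out, calls ranged from 158 to 383 in TH2 cells, from 26 to 64 in TH1 cells and from 2 to 50 in the difference.

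Replicate numbers did not pair the libraries: 0 of 18 pairs had deviations correlated over 0.1 (−0.0657 to 0.0256). With the number as a block, 284, 71 and 17 genes were called in TH2 cells, TH1 cells and the difference, and 1630 between the controls. In 6 of the 18 pairs the first library correlated best with its own number, and chance gives 6, so the data hold no hint of pairing.

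Values that reversed belonged to genes that were not called. In TH2 cells Cd68 was 0.000762 at a pseudocount of 0.5, and without TH2 control 2 and TH2 Itgav KO 3 Il4 was −0.00172, Ifng 0.29 and Klrk1 0. In TH1 cells Runx3 was −0.00171 under TMM and −0.00181 without Rn45s (chosen after the data were seen). Under quantile scaling Il5 was 0.0646 and Gzma 0.0881, and with array weights Il5 was 0.0159 and Gzma 0.0299. In the difference Tbx21 was −0.147 at a pseudocount of 0.5, and at 5 Isg20 was −0.476 and Egfr −0.716. Rad50 was −0.0235 under TMM, −0.00346 under quantile scaling and −0.0111 without Rn45s. Quantile scaling gave Isg20 −0.0245, Egfr −0.0758, Ifng −0.106, Tbx21 −0.0667 and Il2ra −0.205. Without TH2 control 2 and TH2 Itgav KO 3, Isg20 was −0.691, Thy1 0.00994, Tbx21 −1.60, Ldha 0.0117 and Zyx −0.119.

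With each library left out in turn, the TH2 value of Tbx21 ranged from −1.62 to 0.26, Ddit4 from −0.0934 to 0.29, Cd68 from −0.36 to 0.26, Gzma from −0.0759 to 0.91, Ifng from −1.46 to 0.11, Klrk1 from −0.148 to 0, Rora from −0.30 to 0.98 and Il4 from −0.11 to 0.52. In TH1 cells Runx3 ranged from −0.0730 to 0.0795, Cd74 from −0.335 to 0.26, Klrk1 from −0.13 to 0.24, Il5 from −0.0820 to 0.0646, Rap1b from −0.0747 to 0.0155, Hspa8 from −0.0375 to 0.0761, Gzma from −0.63 to 0.62, Il13 from −0.99 to 0.15, Tgfb1 from −0.19 to 0.0993 and Mki67 from −0.11 to 0.21. In the difference Egfr ranged from −0.55 to 0.90, Rad50 from −0.21 to 0.14, Zyx from −0.11 to 0.26, Klrk1 from −0.34 to 0.0269, Ddit4 from −0.14 to 0.25, Gzma from −0.10 to 1.15, Ifng from −0.43 to 1.14, Isg20 from −0.44 to 0.585, Tbx21 from −1.03 to 0.85, Thy1 from −0.115 to 0.0126 and Hspa8 from −0.23 to 0.12.

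Among lists that were not called, the direction turned for NK and CD8 markers without TH2 control 2 and TH2 Itgav KO 3 (adjusted p = 0.931 in TH2 cells and 0.928 in the difference), for integrin subunits in TH1 cells with fry (0.807) and for glycolysis in the difference with fry (0.921) and without those libraries (0.297). With a library left out, adjusted p ranged from 0.602 to 0.948 for NK and CD8 markers in TH2 cells and from 0.578 to 0.981 in TH1 cells, from 0.590 to 0.897 for B cell markers and from 0.260 to 0.971 for sterol synthesis in TH1 cells, and in the difference from 0.560 to 0.983 for NK and CD8 markers, 0.120 to 0.778 for the interferon response, 0.270 to 0.941 for glycolysis and 0.630 to 0.961 for TH1 identity. Lists called in the difference numbered 3 to 6. For the subset-biased sets, choosing them in the controls moved the p-value of limma's camera to 0.369 (TH2-biased) and 4.74e-05 (TH1-biased) and turned both directions, by construction of the shared libraries. The p-value of the TH1-biased set was 0.0407 with 50 genes, 0.00770 with 500 genes, and 0.0101 to 0.623 with a library left out.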

Other observations

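The test of a passenger interval was chosen after genes changed alike in both subsets had been seen. A chromosome segment carried along with the floxed Itgav allele is a candidate explanation for some of them: within 20 Mb of Itgav 7 of 101 tested genes were called in the average KO effect (Calcrl, Cd44, Cers6, Galnt3, Nckap1, Pdk1 and Ptprj, named after their values were seen) against 370 of 8850 elsewhere, an odds ratio of 1.71 (95% interval 0.663 to 3.69, Fisher's exact test, two-sided, p = 0.203), which leaves it open.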
